# Inferring Gene Networks for Strains of *Dehalococcoides* Highlights Conserved Relationships between Genes Encoding Core Catabolic and Cell-Wall Structural Proteins

**DOI:** 10.1371/journal.pone.0166234

**Published:** 2016-11-09

**Authors:** Cresten B. Mansfeldt, Gretchen W. Heavner, Annette R. Rowe, Boris Hayete, Bruce W. Church, Ruth E. Richardson

## Abstract

The interpretation of high-throughput gene expression data for non-model microorganisms remains obscured because of the high fraction of hypothetical genes and the limited number of methods for the robust inference of gene networks. Therefore, to elucidate gene-gene and gene-condition linkages in the bioremediation-important genus *Dehalococcoides*, we applied a Bayesian inference strategy called Reverse Engineering/Forward Simulation (REFS^™^) on transcriptomic data collected from two organohalide-respiring communities containing different *Dehalococcoides mccartyi* strains: the Cornell University mixed community D2 and the commercially available KB-1^®^ bioaugmentation culture. In total, 49 and 24 microarray datasets were included in the REFS^™^ analysis to generate an ensemble of 1,000 networks for the *Dehalococcoides* population in the Cornell D2 and KB-1^®^ culture, respectively. Considering only linkages that appeared in the consensus network for each culture (exceeding the determined frequency cutoff of ≥ 60%), the resulting Cornell D2 and KB-1^®^ consensus networks maintained 1,105 nodes (genes or conditions) with 974 edges and 1,714 nodes with 1,455 edges, respectively. These consensus networks captured multiple strong and biologically informative relationships. One of the main highlighted relationships shared between these two cultures was a direct edge between the transcript encoding for the major reductive dehalogenase (*tceA* (D2) or *vcrA* (KB-1^®^)) and the transcript for the putative S-layer cell wall protein (DET1407 (D2) or KB1_1396 (KB-1^®^)). Additionally, transcripts for two key oxidoreductases (a [Ni Fe] hydrogenase, Hup, and a protein with similarity to a formate dehydrogenase, “Fdh”) were strongly linked, generalizing a strong relationship noted previously for *Dehalococcoides mccartyi* strain 195 to multiple strains of *Dehalococcoides*. Notably, the pangenome array utilized when monitoring the KB-1^®^ culture was capable of resolving signals from multiple strains, and the network inference engine was able to reconstruct gene networks in the distinct strain populations.

## Introduction

Organohalide-respiring communities of microorganisms have been utilized at field sites to bioremediate common chlorinated organic pollutants [1, 2]. These pollutants include pervasive industrial solvents of the chlorinated ethene class (tetrachloroethene (PCE), trichloroethene (TCE), dichloroethene (DCE), and vinyl chloride (VC)). In these communities, the organisms that preform the crucial step of reductively dechlorinating completely to ethene (ETH) are strains of *Dehalococcoides mccartyi* (*Dhc*; [3]). *Dhc* is an obligate hydrogenotrophic dehalorespiring anaerobe, requiring hydrogen as an electron donor and halogenated organics as an electron acceptor. The varied strains of *Dhc* each contain a strain-specific suite of multiple reductive dehalogenases (RDases). RDases are the enzymes responsible for the replacement of a halogen with a hydrogen, thereby reducing the carbon atom [4, 5]. Each strain appears to harbor a unique suite of RDases and expresses a subset of these RDases in response to halogenated substrates [6, 7].

Although the general metabolic characteristics of *Dhc* are described, multiple questions remain as to the relationships among metabolic and regulatory proteins within the cell including the mechanism for energy generation. Previously, central metabolic genes such as the citrate synthase [8] and genes encoding for hypothetical proteins up-regulated during starvation [9] were heterologously expressed in a model organism. Additionally, a method to heterologously express RDases was demonstrated for the VC-reductase, VcrA [10], enabling further biochemical characterization of *Dhc* strains. However, such biochemical approaches are too costly and time-consuming to apply to all genes encoded in a genome. Additionally, *Dhc* remains a genetically intractable organism, precluding knockout and *in vivo* over-expression studies [11]. Therefore, the function of and relationships between these proteins of interest must be described through alternative methods.

An approach to predict the metabolic and regulatory networks of an organism is to rely on statistical inferences of high-throughput data from genome wide expression studies [12]. Previous investigations have utilized various techniques, such as differential expression analyses and gene clustering, to relate transcript abundance to an experimental condition and to predict the function of the enzymes encoded on the expressed transcripts in *Dhc*. These studies include investigations of *Dhc* as the organism transitions from exponential growth to stationary phase [13], biosynthesizes molecules through the central carbon metabolism pathway [14], acquires and modifies key cobalamin cofactors required for growth [15], fixes nitrogen [16], or grows under nitrogen limitation [17]. These transcriptomic and proteomic studies have shown success in producing, testing, and supporting hypotheses.

To interpret the data resulting from these high-throughput studies, computational tools such as network analyses are available. Investigations targeting *Dhc* utilized these methods to begin to hypothesize roles for the genes that lacked a predicted function (nearly one-third of the approximately 1,600 genes on the *Dhc* genome). Two previous studies applied network analyses to recover gene network topology from high-throughput transcriptomic data. A transcriptomics-based clustering analysis previously identified functionally enriched clusters for *Dhc* to predict the function of poorly annotated genes that were subsequently experimentally validated [18, 19]. Additionally, a Bayesian analysis based on clusters of gene expression profiles was conducted for the *Dhc* strain 195 population in D2 to link these clusters to the investigated experimental conditions, uncovering novel stress related relationships [20]. However, by relying on clustering prior to network inference, both of these studies were unable to detect nuanced gene expression relationships.

Additional computational tools that employ data driven hypotheses of fine-scale gene network topologies can infer the experimental drivers of gene expression [21]. In this study, a large-scale Bayesian network inference analysis entitled Reverse Engineering/Forward Simulation^™^ (REFS^™^; GNS Healthcare, Cambridge, MA) was applied to microarray datasets to infer robust relationships among the larger number of individual variables in the datasets [22]. The nodes, which are the random variables sampled (in this investigation the microarray gene transcript intensities, metabolite data, and experimental conditions) are linked through edges, which capture the relationships that are established between two or more variables based on the analyzed dataset [22]. Because either an experimental condition or a gene expression profile can serve as a node, the model is able to uncover strong gene-gene or gene-condition relationships for *Dhc*, assisting in the description of likely pathways and the prediction of the role of proteins with unknown function. Gene-gene relationships may identify known protein complexes that interact in novel ways to produce the phenotypic characteristics of *Dhc*. Additionally, gene-gene relationships can identify linkages between enzymes with known or well-predicted functions with those with minimal or no annotation, developing hypotheses for the role of proteins with unknown function. Gene-condition relationships provide stronger evidence for predicting the performance of these proteins with unknown function; directly linking the expression of a transcript with an experimental condition (e.g., a stress or growth limitation) provides a succinct hypothesis of the cellular role of the encoded protein. In the employed Bayesian framework, these gene-condition relationships are more easily determined when the dataset covers a diverse set of experimental perturbations. Therefore, the considered datasets were designed to analyze multiple stress and growth conditions to ensure a broad and diverse set of experimental interventions.

To determine the transcriptional relationships unique to and shared across strains of the non-model *Dhc*, we employed a REFS^™^ analysis directly on mixed-type datasets to determine the gene expression networks for two distinct mixed-community, organohalorespiring cultures: D2 (Cornell University; Ithaca, NY) and the commercially available KB-1^®^ (SiREM Laboratories; Guelph, Ontario Canada). D2 was selected for this investigation because this culture is well studied and contains one *Dhc* population (*Dhc* strain 195) [20, 23]. The KB-1^®^ culture is used commercially for bioaugmentation and contains multiple *Dhc* populations and a dechlorinating *Geobacter lovleyi* strain [24]. Both cultures have publicly available metagenomes, enabling the application of microarrays (a strain 195 specific microarray for D2; a pangenome microarray for KB-1^®^) to monitor the transcriptome of the *Dhc* populations. Additionally, both cultures were subjected to a sampling campaign that was comprised of multiple perturbations including the application of stress conditions. Therefore, from the separate consensus network reconstructions performed on the transcriptomic and metabolite data for the D2 and KB-1^®^ cultures, we anticipated identifying linkages between these diverse experimental conditions (such as the type of substrates applied to cultures and the rates being fed) and gene transcripts. We then compared these two consensus networks to elucidate the conserved gene networks among *Dhc* species (with a focus on transcripts encoding RDases and respiration-linked enzymes) and strain specific behavior. Combined, the recovered networks can highlight the strongest gene-gene and gene-condition relationships in the environmentally important *Dhc* genus and provide insights into the mechanisms by which these organisms respire organohalides.

## Materials and Methods

### Culture growth

The Donna II (D2) liquid culture maintained at Cornell University under conditions previously described [6] and the commercially grown KB-1^®^ (SiREM; Guelph, Canada) were the starter cultures for the D2- and KB-1^®^-based experiments, respectively. Each culture bottle contained 100 mL of culture and 60 mL of 70/30% N_2_/CO_2_ (AIRGas, Radnor, PA) headspace. The KB-1^®^ commercial culture was provided by SiREM Laboratories (Guelph, Ontario). After receipt, the liquid KB-1^®^ was stored at 4 C under anaerobic conditions for less than one week and was acclimated to room temperature for approximately 12 hours prior to use.

### D2 experimental conditions

The D2 experimental conditions have been summarized in previous publications [20, 25, 26]. In brief, the dataset used consists of complimentary DNA (cDNA) microarray and metabolite data from continuously-fed experiments. The cultures in these experiments were delivered varied rates and types of electron donor (butyrate (60% w/v; ACROS Organics, Geel, Belgium), lactate (99+%; ACROS Organics), yeast extract (bacteriological grade, MoBio, Carlsbad, CA), fermented yeast extract, and no donor) and acceptors (PCE (99+%, Sigma Aldrich, St. Louis, MO), TCE (99+%, Sigma Aldrich), cis-DCE (99+%, Sigma Aldrich), 2,3-dichlorophenol (DCP; 99+%, ACROS Organics), and no electron acceptor). Electron acceptor feed rates varied from 0 to 481 microeeqL^−1^ h^−1^. As detailed in Mansfeldt et al. [26], electron equivalents (eeqs) are the number of moles of electrons respired during the process of organohalorespiration. In these experiments the D2 culture respires six, four, two, and two eeqs in the reduction of PCE, TCE, cDCE, and DCP, respectively (the KB-1^®^ culture respires eight, six, four, and two eeqs in the reduction of PCE, TCE, cDCE, and VC, respectively). Electron donor-to-acceptor ratios varied from 0 to 17 in terms of overall microeeq. In total, 47 continuously fed D2 experiments were considered in the final analysis. A full summary of experimental conditions utilized in the analysis is detailed in S1 Table.

### KB-1^®^ experimental conditions

The experimental conditions run on the KB-1^®^ culture were, in brief, a batch-fed time-series (13 100-mL subcultures of KB-1^®^; a time-zero sample and duplicate samples were sacrificed at 4.2, 8.3, 13.7, 23.1, 27.9, and 69.7 hours post batch feeding of TCE (99.5%, Thermo Fisher Scientific, Waltham, MA), hydrogen (AIRGas, Radnor, PA), and acetate (99.7%, Thermo Fisher Scientific) as previously described [27] (S1 Fig)), a batch oxygen stress experiment (seven samples; one time-zero sample, two with no stress, two sampled six hours after stress, two sampled 48 hours after stress), a batch-fed 1,1,1-trichloroethane (TCA; 99+%, ACROS Organics) stress experiment (seven samples; one time-zero sample, two with no stress, two sampled six hours after stress, two sampled 48 hours after stress (S2 Fig)), and a continuously fed TCE steady-state experiment (seven samples; one control, three sets of duplicates fed TCE at 2.7, 6.8, and 16.5 μmol L^−1^ h^−1^[27]).

### Metabolite monitoring

Flame ionization detection (FID) gas chromatography (GC) was used to determine the chlorinated ethenes, ethene, and methane concentration levels using previously described methods [28]. High concentrations of methane and hydrogen were analyzed by a GC equipped with a thermal conductivity detector (TCD). Low hydrogen levels were measured by a GC with a reduced gas detector (RGD; Trace Analytical, Muskegon, MI; SUPELCO 100/120 Carbosieve G 10’x1/8”ï¿½ column, Sigma Aldrich). Chlorophenols were extracted and assayed with a GC-FID as previously described [26]. In addition to gaseous components, the levels of acetate and butyrate in the D2 mixed cultures were monitored by ion chromatography (Dionex AS50, Dionex, Sunnyvale, CA; IONPAC AS14A 4x250mm column) as previously described [27].

### Nucleic acid extraction and analysis

The microarray protocol followed in this study was previously described [26]. In brief, from each of the biological duplicates or triplicates, 50 mL of mixed culture was centrifuged for 10 minutes, the supernatant was decanted, and the cell pellet was frozen at -80 C for under one week. RNA was extracted and purified from the cell pellet by a modified RNEasy (Life Technologies, Grand Island, NY) protocol [23, 29], and the resulting RNA was frozen at -80 C for under one week. Contaminating DNA was then removed by DNAse digestion (TurboDNAse; Life Technologies). The purified RNA was reverse transcribed (Superscript II; Life Technologies) with an amino-allyl dUTP (GE Healthcare, Little Chalfont, UK) into complimentary DNA (cDNA). The cDNA was then frozen at -20 C until processing for the microarray. After purification (base hydrolysis and column cleanup (CyScribe DNA Columns, GE Healthcare)), the cDNA was then labeled by staining with Cyanine-3 or -5 (Cy3 or Cy5, GE Healthcare). Either 400 ng of D2 or 800 ng of KB-1^®^ from the labeled cDNA pool was then washed and hybridized by the Cornell University Core Life Sciences Division to an Agilent Two-Color 8-plex 15 K [26] or 4-plex 30 K [30] microarray, respectively, as described below.

### Microarray platform description

The D2 microarray (GEO platform GPL11218) was designed specifically for the genome of *Dhc* strain 195, the only *Dhc* strain in the D2 community (confirmed by a metagenome analysis of D2 which is freely available at IMG MER). A single 60-mer probe was designed for each gene of interest using the Agilent eArray software suite (Agilent Technologies, Carlsbad, CA, USA), as previously described [26]. The final array design consisted of probes for genes on the genome of *Dhc* strain 195, 16S rRNA sequences for D2 microbial community members, several functional genes from non-*Dhc* community members (hydrogenases), and a luciferase internal standard. The design of the microarray ensured specificity for the *Dhc* signal by selecting probes that did not display crosstalk with other community members found in the publicly available metagenomes (including metagenomes for both cultures studied here) or with other organisms outside of the *Dhc* genus in the NCBI database. Each probe (n = 1,628) was replicated at least eight times in spots distributed across the array.

The pangenome microarray used to analyze the commercial KB-1^®^ culture has been described and validated for use with mixed cultures previously [30]. This pangenome array was constructed to target each gene in *Dhc* strains with a publicly available genome at the time of design (*Dhc* strains 195, BAV1, CBDB1, GT, and VS) and the *Dhc* strain recovered from the metagenome of the laboratory-maintained KB-1 culture [31, 32]. Therefore, the design contained multiple probes per orthologous gene cluster. The probes have lengths between 49 and 60 nucleotides. Each probe (n = 7,506) was replicated in at least four spots distributed locations across the array. The probes designated with the RC nomenclature throughout the text were designed to target a different region of the coding strand. This region was selected by considering the reverse compliment sequence and then transcribing the final designed probe.

### Microarray data processing and normalization

The microarray data from both the arrays following cDNA hybridization were obtained from an Agilent Technologies Scanner G2505C using Agilent’s Feature Extraction Software (Agilent Technologies). The data was background corrected and LOESS normalized. Intensities from identical probe spots were geometrically averaged. The raw data from the D2 and pangenome microarray are freely available at the NCBI GEO database under accession numbers GSE26288 and GSE42136, respectively.

For both the D2 and pangenome microarrays, spots that did not display an intensity value above at least two standard deviations greater than the background fluorescence intensity in at least one sample were removed from the dataset. This filter selects for gene expression values that were confidently detected above background. The list of probes exceeding this cutoff on the pangenome array includes multiple sequences targeting the orthologous gene from different strains (higher than 85% identity along the length of the probe), often with overlapping targeted sequences. Therefore, the pangenome probe-set was sorted to bin probes that target a conserved orthologous gene across multiple *Dhc* strains. When the expression was highly correlated (r > 0.9) for probes designed for the orthologous gene, the data from the probe displaying the higher intensity was used in the final dataset. For example, when three probes target an orthologous gene and only two probes display r > 0.9, the higher intensity probe for the correlated probes and the distinct probe would both be represented in the final dataset. The microarray dataset for the D2 array run sampling the D2 culture and the pangenome array sampling the KB-1^®^ culture consisted of 47 (previously described; [26]) and 24 samples, respectively.

### Reverse Engineering/Forward Simulation^™^ network modeling

The network reconstruction process utilized the Reverse Engineering/Forward Simulation^™^ (REFS^™^) analysis designed by GNS Healthcare and was run in the R environment (R version 3.0.2). This Bayesian reconstruction considers all of the continuous variables (the ratio of the red to green channel for the transcripts monitored on the arrays, the chemical concentrations of metabolites and inhibitors, the organohalorespiration rates, and the experimental setup parameters) as nodes in the network with acyclic directed relationships represented as the edges, as previously described [33]. Zero values were not allowed within the metabolite data; therefore, when a metabolite or experimental parameter was below detection or zero, either the detection limit or a value of 10^-4^ was used. In these cases, a censoring switch was set to 0 (the ‘censored’ state). Additionally, the entire dataset was eighth root transformed prior to REFS^™^-based inference.

In addition to the continuous variables within the network, discrete variables (e.g., binary operators describing the state of the culture, including censoring switches, and tiered operators partitioning the dataset for the electron acceptor type) were allowed to be modulators of node-node relationships. These modulated relationships in the network were considered to be conditional relationships and could take the following forms: linearly-conditional (edges that are present only with a discrete variable pattern during specific growth conditions; e.g., only when cDCE fed) and switched-conditional (edges that are present when a binary discrete variable (e.g., a censoring switch is set to one). The full spreadsheet of the considered discrete and continuous experimental variables and censoring switches for the D2 model are presented in S1 Table.

The REFS^™^ network reconstruction was run in two steps: enumeration of small network fragments and optimization of the final network ensemble. The overall work flow in this study to reconstruct the final REFS^™^ network is presented in Fig 1. The enumeration step considered all possible relationships (the fragments) in the network and scored the likelihood of the fragment given the data. The optimization step then sampled these relationships (the fragments) to assemble an ensemble of 1,000 networks to develop the final network. The strength of the relationship was then determined by a frequency score (f). This f displays the fractional value of the number of times a specified relationship was retained in the set of 1,000 constructed networks in the optimization step. For example, when f = 0.6 for a specified relationship, the represented relationship appears in 600 of the 1,000 assembled networks. The details of these enumeration and optimization steps have been previously presented [21, 33].

**Fig 1:**
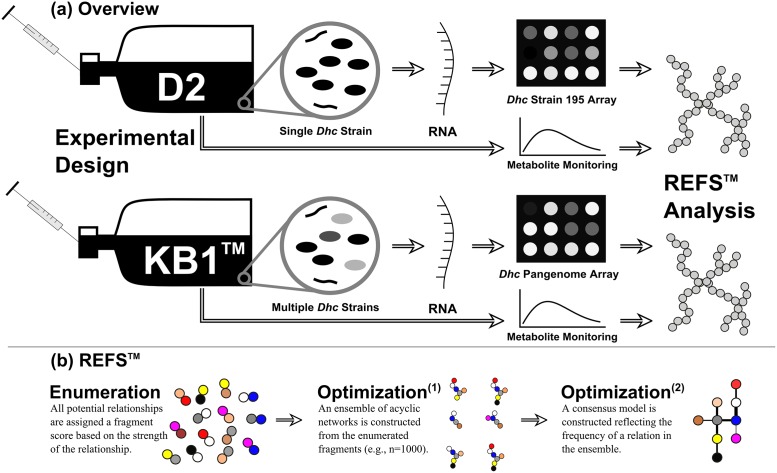
Diagram of the experimental and analytical procedures. (a) Overview of the experimental design. The transcriptome of the continuously or batch fed D2 (single strain) or KB-1^®^ cultures were monitored using microarrays, and the metabolite data was collected through chromatographic techniques. (b) Summary of the REFS^™^ gene network inference process. All possible edges are assigned a score based on the data in the enumeration step. Optimized networks and a consensus network are constructed from these enumerated fragments.

## Results and Discussion

### Microarray data reduction and strain differentiation in the KB-1^®^ community

The KB-1^®^ dataset required initial preprocessing steps to remove redundant probes from the analysis (to increase the sensitivity) using a correlation filter. In total, the pangenome array was designed with 7,506 different probes [30]. 

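KB-1 is a mixed culture used for bioaugmentation that dechlorinates chloroethenes and holds several Dhc populations. Its transcripts were measured by hybridising labelled cDNA to Agilent pangenome arrays. On each array, the cDNA of a sample carried the dye Cy5, and the cDNA of a common reference, KB-1 after starvation, carried the dye Cy3. Of 36 arrays, 34 held a sample and 2 held the reference against itself. In the batch time series, cultures fed 220 µM TCE were sampled in duplicate at 4.2, 8.3, 13.7, 23.1, 27.9 and 69.7 h (sets A to F). In the oxygen stress experiment and the trichloroethane (TCA, 22 µM) stress experiment, pairs of samples were taken from unstressed controls, 6 h after the stress and after 48 h (recovery). For the TCA stress, the Methods give 6 h and the legend of S2 Fig gives 17 h. The continuously fed cultures formed 3 sets of 2 samples (A, B and C), to which the sample labels give TCE feeds of 29.3, 10.5 and 4.2 µM per hour. The paper lists other rates without assigning them to sets, so no rate is used here. Each of the 4 experiments also had 1 time-zero sample.

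The labels call the 2 samples of each condition biological replicates, although the 2 controls of each stress experiment differ in preparation and in their sampling times (244 and 39.1 h for the controls titled oxygen, 21 and 91.4 h for those titled TCA). They name trichloroethane as the stressor of the samples titled oxygen and oxygen as that of the samples titled TCA. The times in the labels appear crossed in the same way, since those of the samples titled oxygen lie nearer to the TCA experiment of S2 Fig, where the paper gives 24 and 40 h for the controls and no 244 h. Which experiment each set of samples comes from was not settled here, and the titles and S2 File were followed for the names oxygen and TCA. In S2 File, the second oxygen control and the second oxygen recovery sample are exchanged relative to the titles. Correlations used the 30 samples of S2 File, which leaves out the time-zero samples. The paper's reported number of samples on this array is 24, and its text does not name them.

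The deposited scanner files hold the intensity of each dye at 43803 spots without controls per array, after background subtraction and dye normalization by Agilent's Feature Extraction software. From these, the log2 ratio of Cy5 to Cy3 was averaged over the spots of each of 7493 probes. The ratios were not normalized between arrays, as in S2 File. The median Cy5 signal over background was 5.76 to 11.8 on the arrays of the continuous feed (median 8.01), 4.72 to 16.0 in the oxygen experiment (median 9.73), 1.66 to 22.1 in the TCA experiment (median 5.44) and 2.47 to 27.1 in the time series (median 10.3). On the 4 time-zero arrays it was 1.80 to 6.36 (median 2.90). On the 2 arrays that held the reference against itself, the log2 ratios had SDs of 0.39 and 0.37 across probes, against 0.71 to 1.65 on the sample arrays. The number of arrays limits the precision of every value.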

Because of the design of the pangenome array, the array potentially can discern multiple strains of *Dhc* within a single community, but the array also has a degree of redundancy because multiple probes can target the identical transcript. KB-1^®^ is known to contain multiple strains of *Dhc* [24]. To minimize this redundancy, the data reduction process employed two steps. First, the spots on the microarray that did not report an intensity that exceeded two standard deviations above the background intensity value in at least one experiment were not considered. 

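Nearly every probe of the array passed this filter in KB-1. The filter asks for signal above background in any sample and does not show that each target is transcribed. Of 7492 probes, without control probes and the luciferase spike, 7482 (99.9%) had a Cy5 signal over 2 background SDs above the background in at least 1 of the 30 samples. In every sample, 4353 probes passed. The probes of the pairs VS997 and VS987, VS1056 and VS1054, and VS671 and VS666 passed in 30 of 30 samples. The number of probes that passed in a single sample had a median of 7091 and ranged from 4768 to 7480. When a probe had to be marked well above background by the scanner software instead, 7286 probes passed. The pixel medians of the spots were used here.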

Second, probes that were designed for othologs across *Dhc* strains were compared to identify and remove strongly correlated probes; probes with correlations scores exceeding 0.9 were collapsed into a single probe intensity value by utilizing the probe that displayed a higher average intensity on the array. An example of this comparison for selected probes is shown (Fig 2). The heatmap in blue presents the genomic identity match of the probe to the indicated strain, and the heatmap ranging from yellow to purple visualizes the pangenome microarray correlation score between the probes. For example, six probes designed for the conserved [Ni Fe] hydrogenase, HupL, were present on the array, targeting strains in the Cornell or Victoria (three probes) and Pinellas (three probes) phylogenetic groups (the probe-target percent identity shaded in red in Fig 2). 

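HupL is the large subunit of Hup, the uptake [Ni Fe] hydrogenase that takes electrons from hydrogen for dechlorination. Over the 30 samples, the log2 Cy5 intensities of panDhc_414, KB1_0252 and panDhc_414_RC rose and fell together, and so did those of panDhc_413_RC, panDhc_413 and panDhc_417_RC. The 6 pairs of probes within these groups had a mean Pearson's r of 0.932 (mean Spearman's rho 0.910), and the 9 pairs between them had a mean r of 0.398 (mean rho 0.445). In oxygen recovery, the log2 ratio of KB1_0252 was -1.73 ± 0.12 (SD, n = 2) and that of panDhc_413_RC was 0.73 ± 0.05 (SD, n = 2; -1.58 ± 0.33 and 0.37 ± 0.46 with the oxygen labels of S2 File). At 69.7 h of the time series, KB1_0252 stood at 1.32 ± 0.0047 and panDhc_413_RC at -0.77 ± 0.07 (SD, n = 2).

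All 6 pairs within the groups passed the threshold in two-sided permutation tests (p = 1e-05 for each r and each rho, the smallest p that 100000 permutations can give; adjusted p = 2.62e-05 over the 63 pairs of Fig 2). Of the 9 pairs between the groups, 5 passed. The mean r was 0.913 within and 0.402 between the groups when the 2 samples farthest from the median were left out. After centring on the mean of each experiment, it was 0.922 and 0.226, and 6 pairs within and 2 between the groups passed. Within single experiments, the mean r within the groups was 0.938 in the time series, 0.873 in the continuous feed, 0.853 in the oxygen and 0.905 in the TCA experiment, and the mean r between the groups was 0.0731, -0.214, 0.646 and 0.391 in the same order. Among all ways to divide the 6 probes into 2 groups of 3, this one gave the largest difference (exact permutation test, two-sided, p = 0.1, the smallest p that 6 probes allow). The groups follow Fig 2, whose order of probes rests on sequence and on expression in arrays of these experiments. The tests of the groups and pairs are therefore no independent support. With log2 ratios in place of Cy5 intensities, the mean r was 0.906 within and -0.130 between the groups.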

When investigating the correlations between levels of these six transcripts, distinct and strong correlations were noted, displaying two distinct groups in transcript expression that corresponded to two groupings of *Dhc* strains (i.e., the Cornell with Victoria group and the Pinellas group). Therefore, only the intensity values from two probes targeting the HupL transcripts KB1_0252 and panDhc_413_RC were used as representatives of the Cornell/Victoria and Pinellas groups, respectively, in the network analysis (Fig 2, bolded probes). 

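The effect of the correlation filter was followed on the 28 probes of the 6 orthologs in Fig 2 for which the figure gives the groups. Joining probes whose log2 ratios had r above 0.9 left 15 patterns. The probes for HupL and those for FdhA, the catalytic subunit of the formate dehydrogenase-like complex, each left 2 patterns. The probes for HymB, a subunit of an [Fe] hydrogenase, left 5, those for the DET1545 dehalogenase left 3, those for the TCE dehalogenase TceA left 2, and those for the vinyl chloride dehalogenase VcrA left 1. With log2 Cy5 intensities, 16 patterns were left, of which 1 was for FdhA and 5 were for the DET1545 dehalogenase. With r of log2 ratios above 0.95, 22 patterns were left, and with r above 0.8, 14.

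Over the whole array, 2110 panDhc probes have a partner whose name differs only by the ending RC, and 2106 of these pairs were compared. Their median r was 0.686, 408 of them (19.4%) had r above 0.9, and 296 had r below 0. As many random pairs of probes had a median r of 0.0196, and 30 of them had r above 0.9. With log2 Cy5 intensities, 651 of the RC pairs (30.9%) had r above 0.9. The filter was not run on all ortholog clusters, since the pairing of probes with clusters was not used here.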

When this correlation and genomic-similarity filter process was applied to all probes on the array, the data from the 7,506 pangenome probes collapsed into 2,627 unique gene expression patterns (the probes remaining are detailed in S2 File). This data reduction process eliminates pangenome redundancy without losing the ability to monitor multiple *Dhc* strains in KB-1^®^.

**Fig 2:**
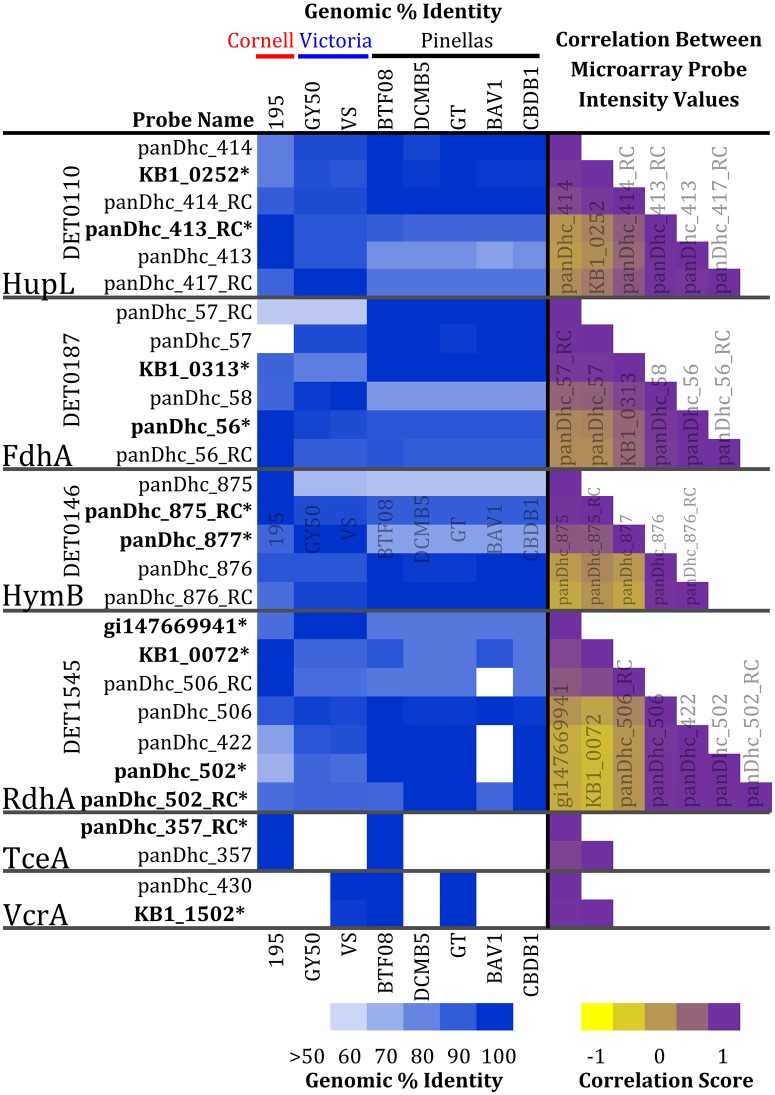
Ordering *Dhc* pangenome array probes based on sequence similarity and captured expression profiles for the KB-1^®^ culture. The array contains multiple probes for *Dhc* orthologs. The white-to-blue shaded columns (left) display the genomic % identity of the probe sequence to gene sequences for representative members of the Cornell, Victoria, and Pinellas groups of *Dhc*. The yellow-to-purple columns (right) represent the correlation relationship scores of the probe intensity across all cDNA pools from all samples. Bolded (*) probes indicate those that were retained for the REFS^™^ analysis of the KB-1^®^ data.

To determine whether the pangenome array distinguished more than one strain in the KB-1^®^ community, the expression profiles of several key oxidoreductases and other enzymes are highlighted in Fig 2. Notably, probes for conserved orthologous genes within the *Dhc* genus appear to be specific for one *Dhc* group over the other, as expected from the design of the array. This preferential targeting is also seen in the correllogram for the expression captured on the array. The correllogram displays the correlation score between the data for all probes on the array for an orthologous transcript. Probes that target the Cornell/Victoria clade display a higher positive correlation (shaded purple) with intensity data for other probes targeting the identical clade but a lower correlation (shaded yellow) to intensity data from probes that target the Pinellas clade (and vice-versa).

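For FdhA, the catalytic subunit of the formate dehydrogenase-like complex, and HymB, a subunit of an [Fe] hydrogenase, the groups of Fig 2 were compared. The mean r was higher within than between the groups, but the values of single pairs overlapped. For FdhA, panDhc_57_RC, panDhc_57 and KB1_0313 formed one group and panDhc_58, panDhc_56 and panDhc_56_RC the other. The mean r of log2 Cy5 intensity over the 30 samples was 0.938 for the 6 pairs within the groups (mean rho 0.920) and 0.636 for the 9 pairs between them (mean rho 0.645). With these intensities, all of the pairs passed the permutation test after adjustment. The highest r between the groups was 0.906, for KB1_0313 with panDhc_58, and the lowest within them was 0.882. With log2 ratios, the mean r for FdhA was 0.897 within and 0.327 between the groups. For HymB, the 4 pairs within the groups had a mean r of 0.689 (mean rho 0.710) and the 6 pairs between them 0.228 (mean rho 0.364), and 4 and 2 of these pairs passed. The highest r between the HymB groups was 0.695, and the lowest within them was 0.586. For HymB, the mean r was 0.630 and 0.364 with the 2 farthest samples left out, and 0.602 and -0.221 with log2 ratios.

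After centring on experiments, the mean r was 0.911 within and 0.467 between the groups for FdhA, and 0.687 and 0.0419 for HymB. Of the FdhA pairs, 6 within and 5 between the groups then passed, and of the HymB pairs 4 and 1. For each of the 2 orthologs the difference over the 30 samples was the largest that any division of the probes gave, and the exact permutation test could give no p below 0.1. The order of probes in Fig 2 rests partly on expression in arrays of these experiments, so these tests are no independent support. With 34 samples, the HymB difference was 0.308 (exact permutation test, p = 0.2), and another division gave at least as large a difference. The 2 probes for VcrA, the vinyl chloride dehalogenase, had r = 0.993 (rho 0.964, centred on experiments 0.991). The 2 probes for TceA, the TCE dehalogenase, had r = 0.700 (rho 0.621, p = 0.00032; adjusted p = 6.3e-05 for r; centred on experiments 0.548). For TceA, r was 0.0697 in the time series, 0.242 in the continuous feed, 0.859 in the oxygen and 0.831 in the TCA experiment. The 7 probes for the DET1545 dehalogenase, in the 3 groups as Fig 2 lists them, had a mean r of 0.140 for 10 pairs within and 0.308 for 11 pairs between the groups. In that list, panDhc_506_RC stands apart from KB1_0072, with which it had r = 0.997. Grouped by the shading of Fig 2 instead, a division chosen after the values were seen, the means were 0.441 within and 0.068 between (exact permutation test, p = 0.0857). From the higher correlation of probes that target the same clade, the paper states that the preferential targeting of the probes is also seen in the expression captured on the array.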

### Network sizes and structures

The KB-1^®^ REFS^™^ analysis considered the data from 2,627 probes. In comparison, data from 1,488 probes on the *Dhc* strain 195 specific microarray were used in the REFS^™^ analysis of the D2 community. The data files used to construct the KB-1^®^ and the D2 consensus networks are provided as supplementals (S1 and S2 Files, respectively). The number of nodes (Fig 3a) and edges Fig 3b) in the consensus network is plotted versus the edge frequency cutoff, and the significant frequency (f) cutoff is also identified for both models as f ≥ 0.6 (Fig 3c). Taking all identified connections into account (f ≥ 0.001), the D2 model had 1,322 nodes with 7,553 edges, and the KB-1^®^ network had 2,087 nodes with 22,974 edges. The significance cutoff for these networks (establishing the consensus network) was set for the point at which the slope of the edge curve displays a minimum—this set point allowed a qualitative selection of a broad set of edges enriched for true positives, since false positives would be expected to occur at low frequencies and in high numbers on the left side of the cumulative distribution of edge frequencies; this value was found to be approximately f = 0.6 for both datasets (Fig 3c), and therefore an edge had to appear in 600 out of the 1,000 networks constructed to be retained in the final consensus network. After applying this constraint, the D2 consensus network had 1,106 nodes with 794 edges, and the KB-1^®^ consensus network had 1,715 nodes with 1,458 edges. The details of the consensus networks for the D2 (Fig 3d) and KB-1^®^ (Fig 3e) cultures are available as a network file (S3 and S4 Files, respectively). Both of these consensus networks were sparse with only 0.72 and 0.85 edges per node for the D2 and KB-1^®^ datasets, respectively.

**Fig 3:**
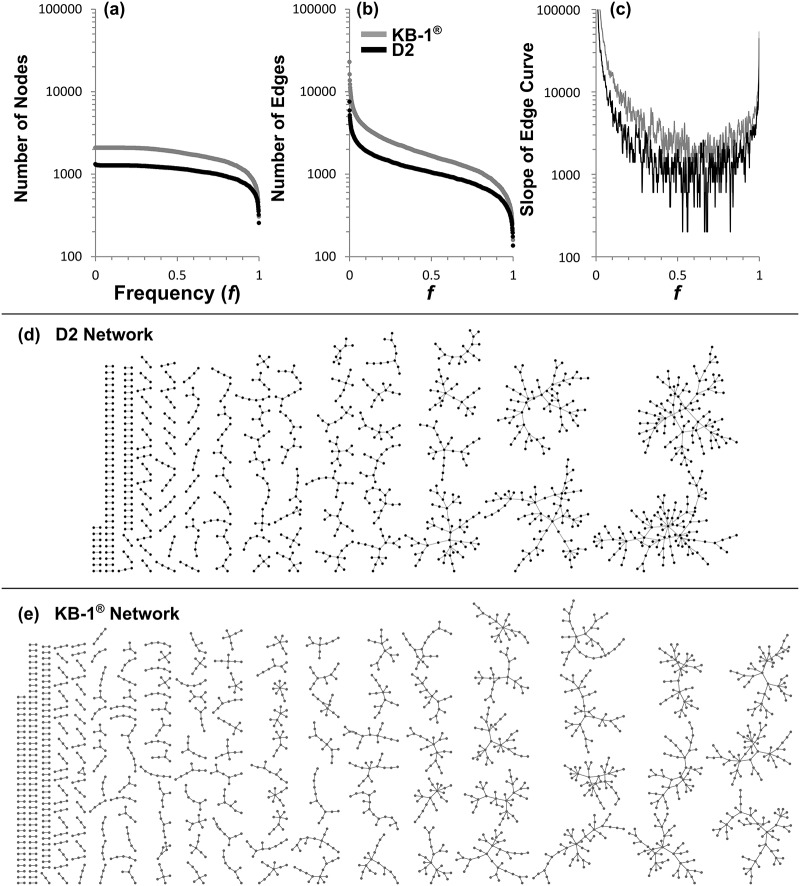
REFS^™^ network summaries for the D2 (black) and KB-1^®^ (grey) networks. The number of (a) nodes and (b) edges remaining in the network is plotted against the frequency cutoff established for the edges. (c) The slope of (b) versus frequency; the minimum was observed at approximately f = 0.6 for both networks. (d) The D2 consensus network of all edges with f ≥ 0.6. (e) The KB-1^®^ consensus network of all edges with f ≥ 0.6. More detailed (e.g., with labels and edge strengths) consensus networks are available in S3 and S4 Files.

### Edges driven by experimental conditions

The datasets were used to discover novel relationships between transcripts and experimental conditions. In the D2 consensus network, the experimental conditions were primarily connected to other experimental conditions, displaying few connections to gene transcripts. Although continuous variables associated with culture conditions tended to self-associate in the consensus network, several discrete variables influenced gene-gene edges (e.g., the cDCE respiration rate). Within a REFS^™^ network, conditional relationships represent either linearly-conditional or switched-conditional relationships (S1 Table). Therefore, instead of being represented by a node in the network, the discrete experimental conditions (censoring switches, the type of electron acceptor, and the type of electron donor) are used to modify the type of edge between two nodes. For length considerations, Table 1 displays conditional edges in the D2 consensus network only for those relationships with f > 0.85. The full list of all conditional edges in the D2 consensus network (both positive and negative correlated relationships) is presented in S2 Table.

**Table 1:** Gene-gene edges modified by a discrete variable in the D2 consensus network with high frequencies (f > 0.85).

f	r	Node 1	Description	Node 2	Description
If DCE (and all higher chlorinated ethenes, when provided) was available to be and was respired (1) or not (0)					
0.85	0.73	DET0006	histidyl-tRNA synthetase	DET1386	hypothetical protein
0.91	0.78	-	EA feed rate over the final 48 hrs	-	respiration rate of DCE
0.88	-0.23	-	respiration rate of PCE	DET0315	sensory box sensor histidine kinase
0.89	0.92	DET0564	ATP synthase subunit B	DET1263	DAK2 domain protein
0.89	0.92	DET1225	hypothetical protein	DET1417	formyltransferase
If TCE (and PCE, when provided) was available to be and was respired (1) or not (0)					
0.96	0.88	DET1477	hypothetical protein	DET1554	hypothetical protein
0.90	0.95	DET1510	hypothetical protein	DET0657	phosphoribosyltransferase
If PCE was available to be and was respired (1) or not (0)					
0.98	0.19	tRNA	Cys-1	tRNA	Gly-3
0.86	0.66	DET0414	hypothetical protein	DET0165	ISDet2, transposase orfA
0.90	0.93	DET1041	PQQ enzyme repeat domain protein	DET1039	SpoIIIJ-associated protein Jag
If DCE was detected above background levels (1) or not (0)					
0.94	0.32	DET0057	ATP-dependent Clp protease, ClpC	-	concentration of DCE
0.94	-0.72	DET0128	cobyrinic acid a,c-diamide synthase	DET0299	transcriptional regulator, Crp/Fnr family
0.85	0.81	DET0840	adenylosuccinate lyase	DET0439	FtsK/SpoIIIE family protein
0.87	-0.68	DET1430	HypA hydrogenase nickel insertion protein	-	methanogenesis rate
0.79	0.88	DET1431	HypB hydrogenase accessory protein	DET1433	hydrogenase assembly chaperone
0.94	0.74	DET1476	DNA binding domain, excisionase family	DET0981	tRNA pseudouridine synthase B
If PCE was detected above background levels (1) or not (0)					
0.88	0.84	DET1345	tagatose 1,6-diphosphate aldolase	DET1530	sensor histidine kinase
If an electron donor was being provided to the culture (1) or not (0)					
0.93	0.74	DET1084	DNA packaging protein, putative	DET1070	endolysin, putative
0.88	0.82	DET1244	NADPH-dependent FMN reductase	DET1005	transcriptional regulator, ArsR family
0.90	0.78	DET1570	hydrogenase, group 4, HycG subunit	DET1106	hypothetical protein
If the culture displayed inhibited growth (1) or not (0)					
0.86	0.90	DET0111	[Ni/Fe] hydrogenase, small subunit	DET0112	[Ni/Fe] hydrogenase, Fe-S cluster
0.86	0.74	DET0451	malate dehydrogenase, NAD-dependent	DET0115	ABC transporter, permease protein
0.92	0.81	DET0610	hypothetical protein	tRNA	Cys-1
0.99	0.76	DET1111	ATP-binding protein	DET0097	iron dependent repressor, putative
If the culture displayed inhibited growth because of DCE (1) or not (0)					
0.96	0.92	tRNA	Val-2	tRNA	Ser-1
0.99	0.88	DET0343	cell division protein FtsZ	DET0342	cell division protein FtsA
0.94	0.70	DET0383	hypothetical protein	DET1438	hypothetical protein
0.95	0.90	DET0591	hypothetical protein	DET0334	polyA polymerase family protein
0.85	0.77	DET0839	phosphoribosylaminoimidazole carboxylase	DET0607	hypothetical protein
0.87	0.85	DET0920	iron-sulfur cluster-binding protein	DET0921	hypothetical protein
0.92	0.86	DET1207	protein export protein, putative	DET0543	fatty acid/phospholipid synthesis
0.96	0.80	DET1350	DNA-binding response regulator	DET0922	twitching mobility protein
0.89	0.32	DET1446	excisionase family DNA binding protein	DET0432	DNA-binding response regulation

The relationship identified occurs when the discrete variable is set to 1. Gray squares indicate non-gene variables related to experimental conditions. The correlation score (r value) between the intensity values of two probes across all datasets is presented to display whether the relationship between the intensity values of the probes is positive or negative.

Notable conditional/switched relationships (Table 1) include the putative transcriptional regulator of the protein that presumably regulates the PceA reductive dehalogenase (the sensory box histidine kinase DET0315) displaying a strong and inverse relationship to the PCE respiration rate when chloroethene respiration is occurring (DCE is being respired; the censoring switch is set to 1). Histidine kinases (HK) often work in concert with response regulators (RR) in two-component transcriptional regulation (HK-RR). Because DCE is being respired when PCE, TCE, or DCE is fed, this condition essentially identifies chloroethene respiration but excludes datasets in which the culture is fed chlorophenols or no electron acceptor is provided. Therefore, this relationship indicates that an inverse correlation is highlighted for the DET0315 transcript levels and the respiration rate when *Dhc* strain 195 respires chloroethenes. This relationship suggests that the regulator acts as a potential repressor for the expression of *pceA*. Wagner et al. [35] suggested that *Dhc* RDase genes are likely regulated by a transcriptional repression process via a different type of regulator, MarR. Alternatively, DET0315 regulator is potentially controlling other processes that are responding inversely to the respiration rate.

By investigating the full list of positive conditional relationships between nodes (i.e., f ≥ 0.6; S2 Table), multiple relationships noted in a previous analysis of the D2 data using the SPINE approach [20] that link specified transcripts with inhibition were preserved in this REFS^™^ analysis. The main transcripts that were linked to the inhibited state in the previous SPINE analysis included DET0097 (a putative iron-dependent transcriptional regulator), DET0137 (a methylglyoxyl synthase), and DET0588 (a hypothetical protein), with REFS^™^ network edges that were driven by the inhibited condition strengths of 0.990, 0.000, and 0.812, respectively (Table 1 and S2 Table). The absence of DET0137 being conditional on inhibition highlights one of the drawbacks of the acyclic graph constraint applied in the REFS^™^ analysis (i.e., when A is linked to B and B to C, A cannot be linked to C). When more than two of the considered variables are behaving in a highly correlated manner, they potentially confound the selection of relationships. In this model, DET0137 is shared across two non-conditional network edges with DET0588 and the associated operon member DET0587 (f = 0.609 and 0.216, a total of 0.825; S3 File). Additionally, DET0588 is directly linked to DET0587 (f = 0.782, S1 File). Therefore, these set of genes are tightly linked, confounding the acyclic structure. However, the selection of DET0588 as conditional on inhibition reinforces the previous findings.

Two transcripts in the operon for the major periplasmic facing hydrogenase (Hup; DET0111 and DET0112) displayed a strong relationship with regards to the solvent toxicity/inhibition condition (f = 0.86). Both of these transcripts are down-regulated when the culture is inhibited by high chloroethene concentrations. Therefore, this relationship is likely displaying a switched type of response. When the culture is experiencing an inhibited state, the *hup* operon is substantially down-regulated. This relationship between the expression of the *hup* operon and *Dhc* respiration has been previously noted [29, 34], and *Dhc* ceased respiring when PCE reached saturating levels.

In contrast to the consensus network for D2, the KB-1^®^ consensus network displayed few significant edges modified by discrete variables. 

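VS997 encodes a hypothetical protein and VS987 a GTP cyclohydrolase. In the 24 samples of batch-fed cultures, their log2 ratios had r = -0.212 (two-sided permutation p = 0.316, adjusted p = 0.475 over 3 pairs) and rho = -0.302 (permutation p = 0.153). In the 6 samples of the continuous feed, r was 0.184 (exact permutation p = 0.744). For VS1056, a hypothetical protein, and VS1054, a transcriptional regulator, r was 0.464 in the 24 samples that S2 File codes as holding DCE (permutation p = 0.0213, adjusted p = 0.0638) and rho was 0.526 (permutation p = 0.00877). In the 6 other samples, r was 0.819 (exact permutation p = 0.0625). For VS671, a hypothetical protein, and VS666, a peptide deformylase that trims new proteins, r was -0.0239 in the 24 samples coded as holding vinyl chloride (permutation p = 0.912, rho 0.00174) and -0.175 in the 6 others (exact permutation p = 0.764). The codes of S2 File were matched by sample name, although it exchanges the second oxygen control and the second oxygen recovery sample. A match of the codes by expression values was not run.

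Without the 2 samples farthest from the median, r in the 24 samples was -0.451 for VS997 with VS987, 0.380 for VS1056 with VS1054 and -0.0843 for VS671 with VS666. The difference between the 2 sets of samples, as Fisher's z, was -0.40, -0.65 and 0.15 for the 3 pairs (permutation p = 0.508, 0.229 and 0.795; adjusted p = 0.762, 0.688 and 0.795). With log2 Cy5 intensities, the first and the second difference turned to 0.49 and 0.42.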

Only three relationships passed the significance cutoff (f ≥ 0.6): VS997 hypothetical protein/VS987 GTP cyclohydrolase were correlated only when the culture was fed in a batch rather than continuous manner (f = 1); VS1056 hypothetical protein/VS1054 transcriptional regulator when DCE is present (f = 1); and VS671 hypothetical protein/VS666 peptide deformylase when VC is present (f = 0.97). Because of the limited annotation of these transcripts, no conclusions can be drawn from these relationships, but notably, these pairs of transcripts are in close proximity on the *Dhc* strain VS genome.

### RDase gene networks in *Dhc* strains

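Reductive dehalogenases are held at the membrane by small anchoring proteins that are encoded beside them. Transcripts of vcrA, the vinyl chloride dehalogenase (KB1_1502), and of the anchor probe panDhc_3676 rose and fell together over the 30 samples, with r = 0.886 and rho = 0.955. The log2 ratio of panDhc_3676 was highest at 69.7 h of the time series, at 1.73 ± 0.04 (SD, n = 2), and lowest in oxygen recovery, at -2.05 ± 0.51. The probe for BvcA, another vinyl chloride dehalogenase (panDhc_437_RC), correlated with panDhc_2921_RC, which targets a hydrogenase maturation protein, with r = 0.865 and rho = 0.842. BvcA stood at 2.25 ± 0.23 in set A of the continuous feed and at -2.31 ± 0.12 at 69.7 h of the time series (SD, n = 2).

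Both pairs passed the two-sided permutation test (p = 1e-05 for r and rho, the smallest p that the permutations can give; adjusted p = 1e-05 over a family of 6 pairs). With the 2 samples farthest from the median left out, r was 0.890 for vcrA and 0.860 for BvcA. Centred on experiments, r was 0.852 and 0.835. For vcrA and panDhc_3676, r was 0.967 in the time series, 0.961 in the continuous feed, 0.871 in the oxygen and 0.879 in the TCA experiment. For the pair of BvcA, r was 0.874, 0.910, 0.395 and 0.849 in the same order, and in the oxygen experiment it did not pass (exact permutation test, n = 6, p = 0.426).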

The consensus network components for the nearest neighbors (within two edges) of the primary RDases in the D2 and KB-1^®^ cultures shows that the majority of RDases shown share an edge with their associated RDase anchoring protein (seven out of nine; Fig 4). 

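VcrA (probe KB1_1502) reduces vinyl chloride to ethene, and the S-layer is the protein coat of the Dhc cell. The log2 ratios of vcrA and of the S-layer probe KB1_1396 had r = 0.980 and rho = 0.949 over the 30 samples. In oxygen recovery, vcrA stood at -7.16 ± 0.08 and the S-layer at -6.62 ± 0.52 (SD, n = 2). With the oxygen labels of S2 File, they stood at -4.95 ± 3.05 and -4.69 ± 3.25. At 69.7 h of the time series, they stood at 0.93 ± 0.03 and 1.38 ± 0.09 (SD, n = 2). Where replicates differed, they did so in both transcripts: in TCA recovery, vcrA was -2.86 ± 4.55 and the S-layer -2.40 ± 5.72 (SD, n = 2). Over single samples, vcrA ranged from -7.21 to 0.95 and the S-layer from -6.99 to 1.64. Of 7481 probes, the S-layer probe had the second highest r with vcrA, and vcrA the highest with the S-layer.

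Both r and rho passed the two-sided permutation test (p = 1e-05 each, the smallest p that the permutations can give, and the same after adjustment for 1 pair). The paper singled out this pair from a network inferred on arrays of these experiments, so the p is no independent support. Leaving out the 2 samples farthest from the median of vcrA gave r = 0.976. Centred on the mean of each experiment, r was 0.986. Within the time series (n = 12), r was 0.971. Within the continuous feed, the oxygen and the TCA experiment, r was 0.995, 0.993 and 0.992 (exact permutation tests, n = 6, p = 0.00556 each). The difference between oxygen recovery and control did not pass limma's test over all probes, with log2 changes of -5.51 for vcrA (standard error 1.81, adjusted p = 0.382) and -5.95 for the S-layer (standard error 2.09, adjusted p = 0.419). With the labels of S2 File, these changes were -1.09 and -2.09.

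**Figure D1:**
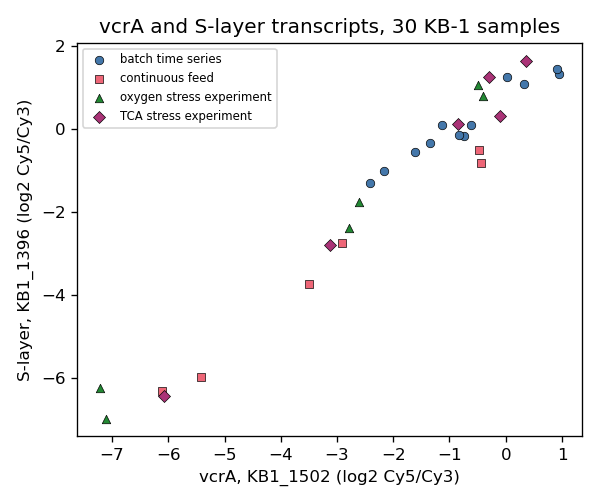
Log2 ratio of Cy5 to Cy3 for the S-layer probe KB1_1396 (vertical axis) against that for the vcrA probe KB1_1502 (horizontal axis), 1 point for each of 30 KB-1 samples, with a marker for each of 4 experiments. The samples lie along 1 line (r = 0.980), from the samples titled oxygen recovery at the lower left to the 69.7 h samples of the time series at the upper right.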

A surprising strong positive linkage is noted between transcripts for the major RDase (TceA in the D2 culture and VcrA in the KB-1^®^ culture) with the transcript encoding for a putative S-layer cell wall protein (DET1407 in the D2 culture and KB1_1396 in the KB-1^®^ culture). A previous microarray study also displayed a tight correlation (R^2^ = 0.997) between the S-layer and *tceA* transcripts in a batch culture study of D2 [13]. This conserved relationship is notable because the S-Layer and major RDase proteins are among the most abundant proteins detected in proteomic assays for *Dhc* samples across cultures [17, 36–38]. As the major components of the cell wall and membrane-associated respiration processes, the expression of these transcripts may be tightly linked in both cultures because of their requirement for biomass growth. This hypothesis is supported by the *ftsZ* (DET0343) cell division transcript forming a strong edge (f = 0.966) to the S-layer transcript in the D2 consensus network (Fig 4). In addition to the *ftsZ*, a transcript for a RDase regulator, DET1531, is significantly, although inversely, connected to the expression of the transcripts encoding for the S-layer and TceA protein. Therefore, this regulator may be involved in the regulation of *tceA* or is responding in an inverse manner as *tceA* to the same environmental conditions. Notably, riboswitches appear upstream of both the coding region for the *tceA* and the S-layer genes, suggesting a potentially shared regulatory mechanism [39]. DET1531 should be explored in future studies as a potential additional regulatory element for the *tceA* and S-layer genes.

**Fig 4:**
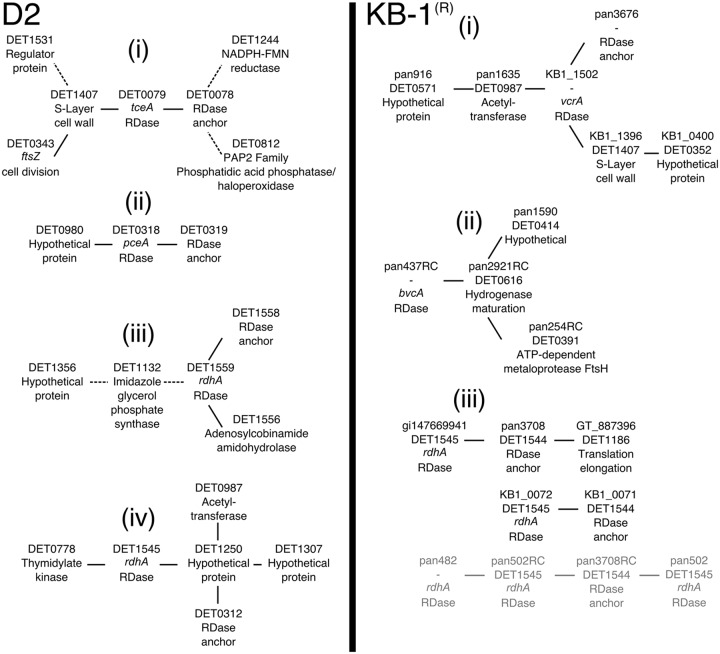
Transcripts in the consensus networks that are a maximum of two edges away from connecting with reductive dehalogenases in D2 (left) and KB-1^®^ (right). The four highest transcribed RDases in the D2 culture and the top five transcribed RDases in the KB-1^®^ culture are displayed. Other RDases are present in the final consensus network as well. The dashed lines are indicative of negative relationships, and the solid lines represent positive relationships. For the D2 consensus network, the transcript ID and a brief description is provided. For the KB-1^®^ consensus network, the probe ID, orthologous transcript ID in *Dhc* strain 195 (where applicable), and a brief annotation are provided. The grayed text in the KB-1^®^ culture represents transcripts from a minor Cornell-type strain.

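The array carries 42 probes named as catalytic subunits of reductive dehalogenases. By the mean log2 Cy5 intensity over the 30 samples, the brightest was gi147669941, a DET1545 ortholog of unknown substrate, at 15.31 ± 1.22 (SD over samples, n = 30). KB1_0072, another DET1545 ortholog, followed at 14.87 ± 2.52, then panDhc_562, a putative dehalogenase, at 14.83 ± 0.64. KB1_1502, for the vinyl chloride dehalogenase VcrA, was the fourth at 14.64 ± 2.61. The DET1545 orthologs panDhc_502 and panDhc_502_RC were the eighth and the tenth, and panDhc_437_RC, for BvcA, was the twelfth at 13.36 ± 1.17. The putative dehalogenase panDhc_482 was in place 16 at 12.11 ± 0.89. Probes differ in labelling and affinity, so these places describe array signal and not transcript amounts. Of the 7 dehalogenase probes in the KB-1 part of Fig 4, 3 were among the 7 brightest by this measure and 0 by the mean log2 ratio. The log2 ratio is relative to the starved reference and is not a level. The paper does not state by what measure it ranked, and it had joined correlated probes of an ortholog, while all 42 probes were ranked here. These counts are therefore no test of its choice.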

Four probes targeting orthologs of the DET1545 RdhA (an RDase with an unknown substrate range) were retained in the dataset after filtering for fluorescence intensity thresholds and correlations among ortholog probes: KB1_0072, gi147669941, panDhc_502, and panDhc_502_RC. Orthologs of DET1545 occur in almost all *Dhc* genomes currently available, and the dominant *Dhc* population in KB-1^®^ is known to encode an ortholog most closely related to the Cornell-type [7]. Based on percent probe identity patterns, the KB1_0072 probe targets Cornell-type DET1545 orthologs, gi147669941 targets Victoria lineage orthologs, and panDhc_502 and panDhc_502_RC target the Pinellas lineage (Fig 2). “Cross-talk” is limited by the number of mismatches with non-target sequences (90% identity for a 60-mer probe equates to six mismatches). 

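DET1545 orthologs are reductive dehalogenases found in most Dhc genomes. By the highest Cy5 intensity in any of the 30 samples, KB1_0072 was in place 28 of 7492 probes, with an intensity of 239641. The probe gi147669941 was in place 53, panDhc_502 in place 139 and panDhc_502_RC in place 469. The places describe array signal, since probes differ in affinity. By the highest log2 ratio, the 4 probes were in places 1454, 1936, 2269 and 3907. With each array scaled to its median, they were in places 10, 16, 32 and 82.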

The probes displayed the 29^th^ (KB1_0072), 55^th^ (gi147669941), 140^th^ (panDhc_502), and 470^th^ (panDhc_502_RC) highest maximum values among the 7,506 total probes on the pangenome array. In the correlograms (Fig 2) and REFS consensus network constructed from expression patterns (Fig 4), three distinct clusters for these DET1545 orthologs in the KB-1^®^ community can be detected. 

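Over the 30 samples, the 2 probes for the DET1545 ortholog of the Pinellas lineage, panDhc_502 and panDhc_502_RC, had r = 0.923 and rho = 0.931. KB1_0072, which targets the Cornell type, and panDhc_502 had r = -0.573 and rho = -0.465. In oxygen recovery, KB1_0072 stood at a log2 ratio of -7.33 ± 0.35 and panDhc_502 at 1.62 ± 0.10, and under TCA stress they stood at 0.92 ± 0.43 and -4.81 ± 0.0066 (SD, n = 2). With the oxygen labels of S2 File, the recovery values were -5.24 ± 3.30 for KB1_0072 and -0.71 ± 3.19 for panDhc_502, which turned its sign. The Victoria-type probe gi147669941 had r = 0.585 (rho 0.665) with KB1_0072 and r = 0.068 (permutation p = 0.719, adjusted p = 0.719) with panDhc_502. It stood at -0.53 ± 0.64 in oxygen recovery (-1.80 ± 1.17 with the labels of S2 File) and at 0.55 ± 0.40 under TCA stress.

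Of the 6 pairs, 2 passed the two-sided permutation test as positive and 1 as negative after adjustment over the family. The adjusted p was 6e-05 for panDhc_502 with panDhc_502_RC, 0.00225 for KB1_0072 with gi147669941 and 0.00246 for KB1_0072 with panDhc_502. For KB1_0072 with panDhc_502_RC, r was -0.338 (adjusted permutation p = 0.101), and for gi147669941 with panDhc_502_RC it was 0.313 (adjusted permutation p = 0.111). Without the 2 samples farthest from the median, r was 0.903 for the Pinellas pair, 0.798 for KB1_0072 with gi147669941 and -0.421 for KB1_0072 with panDhc_502. Centred on experiments, these were 0.907, 0.603 and -0.497. KB1_0072 with gi147669941 had r of 0.957 in the time series, 0.870 in the continuous feed and 0.987 in the TCA experiment, but -0.787 in the oxygen experiment (exact permutation test, n = 6, p = 0.0833). KB1_0072 with panDhc_502 had r = 0.377 within the time series. Over the means of the conditions, 1 positive pair passed.

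**Figure D2:**
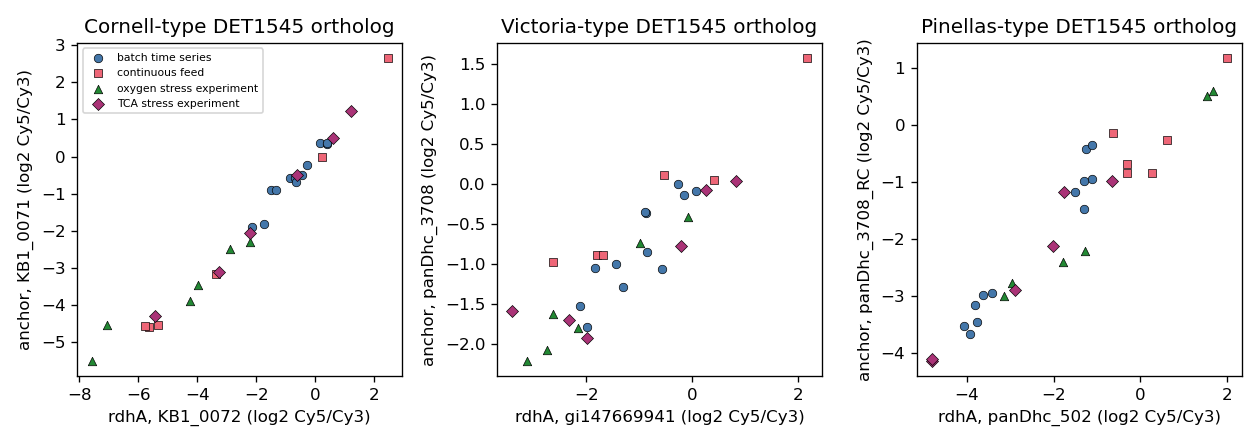
Log2 ratio of Cy5 to Cy3 for a probe of a dehalogenase anchor (vertical axes) against that for a DET1545 ortholog (horizontal axes), in panels for the Cornell-type probe KB1_0072 with KB1_0071, the Victoria-type probe gi147669941 with panDhc_3708 and the Pinellas-type probe panDhc_502 with panDhc_3708_RC. Each point is 1 of 30 KB-1 samples, with a marker for each of 4 experiments; r is 0.985, 0.904 and 0.959 in the 3 panels.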

Within each of these clusters, an associated transcript encoding a RDase anchoring protein is directly connected to the DET1545 ortholog. 

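The anchoring protein of a reductive dehalogenase is encoded next to it and fixes the enzyme to the membrane. The Cornell-type probe KB1_0072 and the anchor probe KB1_0071 had r = 0.985 and rho = 0.993 over the 30 samples. The Victoria-type probe gi147669941 and panDhc_3708 had r = 0.904 and rho = 0.883. The Pinellas-type probes panDhc_502 and panDhc_502_RC had r = 0.959 and 0.960 with panDhc_3708_RC (rho 0.964 and 0.958). In oxygen recovery, the anchors KB1_0071 and panDhc_3708_RC stood at -5.03 ± 0.69 and 0.55 ± 0.06, and under TCA stress at 0.86 ± 0.51 and -4.13 ± 0.03 (log2 ratio, SD, n = 2). With the oxygen labels of S2 File, the recovery values were -3.99 ± 2.15 for KB1_0071 and -1.13 ± 2.32 for panDhc_3708_RC, which turned its sign. For each of the 4 dehalogenase probes, its own anchor had the highest r of the 3 anchors. The own anchor is the one joined to the probe in the paper's network, which was inferred from arrays of these experiments. The ranking is therefore no independent support. The anchor probes panDhc_3708 and panDhc_3708_RC share a name, and whether they target separate genes was not tested. With the other anchors, r lay between -0.529 and 0.680.

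All 4 pairs passed the two-sided permutation test (p = 1e-05 for r and rho, the smallest the permutations can give; adjusted p = 1e-05 over 6 pairs). Without the 2 samples farthest from the median, r was 0.992 for KB1_0072, 0.881 for gi147669941, 0.947 for panDhc_502 and 0.953 for panDhc_502_RC. Centred on experiments, r was 0.977, 0.918, 0.962 and 0.950. Within the 4 experiments, r lay above 0 for each pair. The pair of panDhc_502 did not pass within the continuous feed (r = 0.807, exact permutation test, n = 6, p = 0.0972).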

The recruiting of distinct RDase anchoring subunits in the three clusters supports the hypothesis that three distinct DET1545-type transcripts are being captured and represented by the array.

This result highlights the fact that the pangenome array was able to detect simultaneous expression of homologous but non-identical genes across strains (black text (Cornell and Victoria type) versus gray text (Pinellas type) in Fig 4). However, this analysis was unable to connect these RDases to many other transcripts likely because of the high number of transcripts considered and lower number of experiments. Overall, methods like the pangenome array that resolve signals for DET1545 orthologs can be used to resolve distinguishable multiple strains of *Dhc* in the complex organohalide-respiring community KB-1^®^ and other communities in which the sequence diversity of DET1545 orthologs are known.

### Edges involving membrane bound oxidoreductases of the *hup* and *fdh*-like operons

In the D2 culture, previous studies have shown a strong relationship in the expression pattern between two of the putative respiration associated oxidoreductases: the main uptake [Ni Fe] hydrogenase Hup (DET0110-0112) and the Fdh-like oxidoreductase (DET0185-0187) [26, 34]. Within the REFS^™^ consensus networks, these two operons are directly linked (through DET0111 and DET0186 in D2 and their respective homologs in KB-1^®^ for the major Pinellas-type strain (Fig 5)). 

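Hup takes up hydrogen, and the Fdh-like complex resembles a formate dehydrogenase, though its substrate is not known. Over the 30 samples, transcripts of the major strain's hup and fdh-like operons rose and fell together. The Hup small subunit probe panDhc_1241 and the Fdh-like beta subunit probe KB1_0312 had r = 0.805 and rho = 0.838. HupL (KB1_0252) and the Fdh-like alpha subunit (KB1_0313) had r = 0.883 and rho = 0.901, and HupL with the beta subunit had r = 0.716 and rho = 0.799. The beta and alpha subunits had r = 0.928. At 69.7 h of the time series, the alpha subunit stood at a log2 ratio of 1.13 ± 0.0056 and the beta subunit at 1.27 ± 0.01, and in set C of the continuous feed they stood at -3.08 ± 0.10 and -2.04 ± 0.50 (SD, n = 2).

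The family held 21 pairs of 7 probes of Fig 5: panDhc_1241, panDhc_1241_RC, KB1_0252 and the iron-sulfur subunit KB1_0254 for hup, KB1_0312 and KB1_0313 for fdh, and gi57233687. KB1_0511 was not found on the array. The network of Fig 5 was inferred from arrays of these experiments, so pairs that passed are no independent support. All 15 pairs among hup and fdh probes passed the two-sided permutation test as positive (p = 1e-05 for the pairs named above, the smallest the permutations can give; adjusted p = 1.4e-05), and the median r of the family was 0.828. Without the 2 samples farthest from the median, r was 0.768 for panDhc_1241 with KB1_0312 and 0.841 for KB1_0252 with KB1_0313. Centred on experiments, these were 0.843 and 0.903. Within the continuous feed, KB1_0252 with KB1_0313 had r = 0.469 (exact permutation test, n = 6, p = 0.335).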

In the D2 network, other transcripts that connect directly to these enzymes include those encoding for the NADH-ubiquinone oxidoreductase (DET0923), cell division proteins FtsZ (DET0589, DET0636), and the fructose 1,6-bisphosphatase; these transcripts link the *hup* and *fdh*-like transcripts to a broader network of transcripts encoding for oxidoreductases potentially involved in respiration and enzymes involved in cellular growth and division (see S3 File).

**Fig 5:**
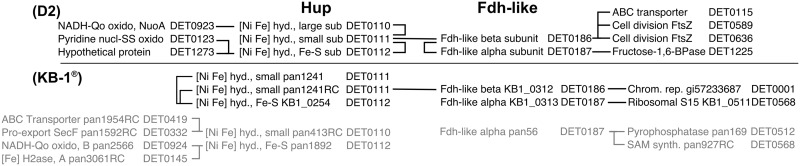
REFS^™^ consensus network summary for the *hup* and *fdh* transcripts. (a) D2 and (b) KB-1^®^. The connecting lines indicate edge strength scores that exceeded 0.6. Gray text in the KB-1^®^ culture indicates the minor stain of the Cornell/Victoria type. All relationships identified in the model between these transcripts were positive.

In the KB-1^®^ network, the major strain *fdh*-like transcript (alpha subunit) connects directly with a DET0001 chromosomal replicator homolog, suggesting that the *fdh*-like transcript is responding to growth-supporting environmental conditions. Additionally, a minor strain was detected with the pangenome probes; the encoded *hup* on the minor strain was linked to other oxidoreductases that were previously suggested to be involved in the respiration pathway of *Dhc* such as transcripts encoding for a NADH-ubiquinone oxidoreductase, Nuo (pan2566, homologous to DET0924), and a [Fe] hydrogenase, Hym (pan3061RC, homologous to DET0145) [26].

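DET0001 encodes the initiator of chromosome replication, DnaA, and gi57233687 is the probe for its homolog in Fig 5. Its log2 ratio was highest in set A of the continuous feed, at 2.36 ± 0.06, and in oxygen recovery, at 2.29 ± 0.33, and it was -0.63 ± 0.18 at 69.7 h of the time series (SD, n = 2). In set A and in oxygen recovery, the Fdh-like alpha subunit (KB1_0313) stood at -1.44 ± 0.39 and -1.56 ± 0.21 (SD, n = 2). Over the 30 samples, the replication initiator had r = -0.191 with the alpha subunit (two-sided permutation p = 0.316, adjusted p = 0.390 over 21 pairs) and rho = -0.335. With the beta subunit (KB1_0312) it had r = 0.0971 (permutation p = 0.608, adjusted p = 0.672) and rho = -0.126. With HupL (KB1_0252) it had r = -0.438 (adjusted permutation p = 0.0211) and rho = -0.498, but r = 0.179 with log2 Cy5 intensities (adjusted permutation p = 0.345) and -0.0674 over 34 samples, so the sign depends on the measure. Centred on experiments, r was -0.169 with the alpha and 0.218 with the beta subunit. It was -0.165 and -0.0911 without the 2 samples farthest from the median. With the 4 time-zero samples added, r with the beta subunit was 0.477 (adjusted permutation p = 0.00523) and that with the alpha subunit 0.166. With log2 Cy5 intensities, these were 0.580 and 0.388, while probes of different lineages had a median r of 0.420 by that measure.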

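Nuo is a proton-pumping oxidoreductase and Hym an [Fe] hydrogenase. Over the 30 samples, the minor strain's HupL probe panDhc_413_RC had r = 0.864 and rho = 0.873 with the Nuo subunit B probe panDhc_2566, and r = 0.866 and rho = 0.817 with the Hym subunit A probe panDhc_3061_RC. With panDhc_56, an Fdh-like alpha subunit, it had r = 0.813 and rho = 0.811. In set A of the continuous feed, panDhc_413_RC stood at a log2 ratio of 1.29 ± 0.18, panDhc_2566 at 1.25 ± 0.06 and panDhc_3061_RC at 1.88 ± 0.35, and at 27.9 h of the time series they stood at -1.01 ± 0.17, -0.59 ± 1.42 and -1.18 ± 1.90 (SD, n = 2). All 36 pairs of the 9 minor-strain probes of Fig 5 had a positive r that passed the two-sided permutation test, with r from 0.520 to 0.941 and a median of 0.824. These probes are drawn together in the paper's network, inferred from arrays of these experiments, so pairs that passed are no independent support. The adjusted p was 1.33e-05 for r and rho of the 3 pairs named, from p = 1e-05, the smallest the permutations can give.

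Without the 2 samples farthest from the median, r was 0.832 with panDhc_2566, 0.807 with panDhc_3061_RC and 0.713 with panDhc_56. Centred on experiments, r was 0.850, 0.914 and 0.884. Within the oxygen experiment (n = 6), r with panDhc_2566 was 0.508 and with panDhc_3061_RC 0.345. Between minor-strain and major-strain probes of Fig 5, the mean r was 0.387 over 63 pairs, of which 56 were positive, against 0.806 within the minor and 0.586 within the major strain. The choice of the probes by the network limits this contrast as well.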

Combined, the results of the D2 and KB-1^®^ networks extend and broaden the previous findings for *Dhc* gene expression trends to two mixed communities, generalizing the previously identified relationship between the *hup* and *fdh*-like transcripts to multiple strains. The tight linkage between the *hup* and *fdh*-like transcripts in the KB-1^®^ network also agrees with previous findings [26], suggesting that the final Fdh-like enzyme may recruit a subunit from the expressed Hup operon to compensate for the missing FdhB subunit on all known *Dhc* genomes to date. Interacting proteins involved in respiration, including Hup and the Fdh with unknown function, have also been recently characterized at a proteomic level [40], highlighting the involvement of multiple operons in a single complex.

### Differentiation between major and minor strains in KB-1^®^

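Lineages were taken from Fig 2 and Fig 5 for probes of the DET1545 dehalogenases, Hup, the Fdh-like complex, Hym and Nuo, and of the minor strain's ABC transporter, the translocase SecF, a pyrophosphatase and a SAM synthase. Among 16 probes of the Pinellas lineage, which include HupL (KB1_0252) and the Fdh-like subunits KB1_0312 and KB1_0313, the median r over the 30 samples was 0.642 for 120 pairs, and the middle 50% of pairs lay between -0.211 and 0.831. Among 19 probes of the Cornell and Victoria lineages, which include KB1_0072, gi147669941 and panDhc_413_RC, it was 0.682 for 171 pairs, with the middle 50% between -0.265 and 0.849. Between the lineages, the median r of 304 pairs was -0.0259, and 158 of these pairs were negative. Centred on experiments, the medians were 0.634, 0.716 and -0.0784. With log2 Cy5 intensities, they were 0.768, 0.829 and 0.420. Pairs that share a probe are not independent, so no test over pairs was made. Probes of Fig 5 come from the paper's network on arrays of these experiments, so the medians are not independent of that choice.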

The ability to distinguish between the major and minor strains within the KB-1^®^ network analysis was seen across a wide range of genes. Of the 7,506 probes considered on the pangenome array, a total of 6,325 probes can differentiate between strains originating from the Cornell/Victoria vs. Pinellas lineages according to a BLAST analysis (with 85% similarity cutoff). In total, 3,010 and 3,315 were predicted to determine orthologs from Cornell/Victoria and Pinellas strains, respectively. Within the reconstructed network for the KB-1^®^ community, a total of 722 significant edges are predicted to connect two nodes within a group (421 Pinellas-Pinellas and 301 Cornell/Victoria-Cornell/Victoria), whereas only 208 significant edges connect nodes from different *Dhc* groups (Pinellas-Cornell/Victoria). Therefore, strain specific nodes are more likely to connect with other nodes from the same cluster; the consensus network therefore represented at least two populations of *Dhc*. Overall, the slight genomic variations between strains of *Dhc* [41] lead to different survival patterns, metabolic capabilities, and environmental responses as experimentally displayed in the suitability of various strains to differing culturing conditions in Marshall et al. [42].

## Summary

This study applied the Bayesian REFS^™^ gene network inference platform to heterlogous datasets comprised of gene transcript levels and metabolite data for two organohalide-respiring communities containing *Dhc* (D2 and KB-1^®^). For the D2 community, the developed consensus network highlighted relationships between genes of interest and experimental conditions such as the discussed potential *pceA* regulator being inversely related to the PCE respiration rate. For the KB-1^®^ community, the pangenome array that was utilized in this study was found to be capable of capturing distinct signals from multiple populations of *Dhc* in KB-1^®^; this strain distinction was further captured in the inferred consensus network. Therefore, the pangenome microarray provides a good alternative to sequencing based transcriptomic methods to capture multiple strains. Comparing the consensus networks for D2 and KB-1^®^ revealed a strong conserved relationship between the major RDase (TceA or VcrA) and the putative S-layer cell wall protein. Future experiments should investigate the mechanism of this relationship by exploring the upstream promoter regions of these genes or performing heterologous co-expression analyses. Additionally, the relationship between transcripts encoding for the Hup and Fdh-like complexes was noted in both the D2 and KB-1^®^ consensus networks, suggesting a generalized pattern across *Dhc* strains from the Cornell/Victoria and Pinellas groups. From these findings, the REFS^™^ gene network inference platform produced both predictive and confirmatory relationships, displaying the utility of this method.

To extend this study and provide further insights into functionally unknown proteins, additional perturbation experiments should be performed. These perturbations should focus on pathways of interest (e.g., cobalamin incorporation, stress responses) and on providing an extended portfolio of electron acceptors other than chlorinated ethenes and chlorinated phenols (e.g., chlorobenzenes, brominated compounds). The additional electron acceptors could assist in elucidating the roles of functionally unknown RDases. With the recent publication of a heterologous expression method for RDases, these functional predictions can then be confirmed at a proteomic level [10]. From this current study, a homolog of DET1545 is a good candidate to investigate with this method because of its high transcript expression and being conserved across multiple *Dhc* strains.

## Supporting Information

S1 Fig Chloroethene concentration versus time for the KB-1^®^ batch culture time-series. Dechlorination profiles showing the total amount of chloroethenes (TCE, DCE, VC) and ethene (ETH) detected normalized to liquid culture volume for the KB-1^®^ cultures batch fed 220 microM TCE for the entire experiment. Data labels indicate the specific metabolites. Samples (50 mL duplicate cultures) were sacrificed for RNA analysis at 4.2, 8.3, 13.7, 23.1, 27.9, and 69.7 hours post batch feeding of TCE.
(TIFF)

S2 Fig Chloroethene concentration versus time for the KB-1^®^ batch trichloroethane-stress series. Dechlorination profiles showing the total amount of chloroethenes (TCE, DCE, VC) and ethene (ETH) normalized to liquid culture volume for the KB-1^®^ cultures batch fed 220 microM TCE for the entire experiment. Experiment titles for the samples indicate the time the cultures were sacrificed after the TCA stressor was added. Cultures sampled at 24 hours and 40 hours as a control (a,b); 17 hours post trichloroethane (TCA) amendment (c,d), and 48 hours post TCA addition (e,f). Data labels indicate the specific metabolites. The red bar denotes the time of 22 microM TCA addition (added to the stress cultures after 20 hours from start of experiment).
(TIFF)

S1 Table Continuous and discrete experimental variable considered in the REFS^™^ network analysis for the D2 culture.

S2 Table All conditional edges appearing in the D2 consensus network.

S1 File The data table used to construct the D2 consensus network.

S2 File The data table used to construct the KB-1^®^ consensus network.

S3 File D2 consensus network xgmml file. (XGMML)

S4 File KB-1^®^ consensus network xgmml file. (XGMML)

How the deposited data were processed for this re-analysis (not part of the article)

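The transcripts of KB-1 were measured on Agilent two-colour pangenome arrays, of which 34 held a sample and 2 held the reference against itself. Each of the 34 samples was a culture bottle or reactor sample of 1 of 4 experiments: a batch time series, continuous feeding, oxygen stress and trichloroethane (TCA) stress. Every column was mapped to a sample (0 without one).

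The authors scanned the arrays and made the deposited intensity files with Agilent Feature Extraction 10.5, which subtracts the background and normalizes the dyes by a linear and a LOWESS step. The authors also deposited tables of Cy3 and Cy5 intensities averaged by probe, and S2 File gives ratios for 30 samples. The copy of S2 File used here holds 1054 probe rows, fewer than the paper states. Its values match the ratios of the scanner files, apart from 2 exchanged oxygen columns, and the deposited tables hold the first samples of time series sets A and B exchanged. The scanner files were used with the series titles. They give pixel medians and not means, so the detection rule and the normexp alternative used medians.

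From the intensities, spots marked as outliers were left out, and the log2 ratio of Cy5 to Cy3 was averaged over the spots of each probe. The software marked 2.60% to 7.33% of spots. The median Cy3 signal over background was 1.21 to 7.50 (median 1.82), and the median Cy5 signal over background of all 34 arrays was 1.66 to 27.1 (median 8.68), so weak transcripts were measured less precisely on dim arrays. The paper gives 7506 probes for the array, and 7493 were found in the files. Probe names came from the labels of the supplement (997 probes), the paper (50) or the array's own names (748), and 5698 probes had none. The array's names are shortened, so no gene set test was run and gene lists were counted instead. The text of the paper assigns KB1_0252 and panDhc_413_RC to lineages opposite to the shading of Fig 2, and the shading was followed.

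Correlations were Pearson's r and Spearman's rho of log2 ratios over 30 samples. Each was tested two-sided by 100000 permutations, or by all 720 orderings where 6 samples were compared, and adjusted within its family of pairs by the method of Benjamini and Hochberg. Values within experiments were centred on the mean of each experiment and permuted within experiments. The groups of Fig 2 used log2 Cy5 intensities. The pairs tested were taken from the paper's text and figures, which rest on arrays of these experiments, so pairs that passed are no independent support. The conditional pairs were compared by Fisher's z between sets of samples, with permuted labels. On simulated data with 30 samples, the test passed 4.5% of pairs with a true r of 0, 84.5% with 0.5 and 100% with 0.8. With offsets shared by the samples of an experiment, it passed 87.0% of unrelated pairs pooled and 5.5% within experiments.

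Conditions were compared with limma 3.58.1 in R 4.3.3, with a mean for each group over 34 arrays (15 residual and 4.21 prior degrees of freedom) and 7482 probes. A probe passed at an adjusted p below 0.05. Oxygen and TCA stress were compared by the difference between their changes, each over the controls of its own experiment. Fed samples were compared with the 4 time-zero samples by limma on 8 values, the time-zero samples and the mean of each experiment's other samples, with the experiment as block. On simulated data for the oxygen stress comparison, with 200 changed probes, 31.6% of changes of log2 2, 69.5% of 3 and 88.8% of 4 were recovered, and 4.98% of calls were false. The simulated noise was independent between probes and left out differences that many probes of an array share. These rates may therefore not hold for the data. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

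The comparisons, the rule for named genes, the 19 gene lists and 174 alternatives were set before the data were examined. Named are the KB-1 probes the paper names, list members that passed, and for each comparison up to 15 named genes per direction with the largest change among those that passed and separated every sample of the groups. The lists hold catalytic subunits of reductive dehalogenases, their anchors, dehalogenase regulators, Hup, other hydrogenases, hydrogenase maturation, the Fdh-like complex, Nuo, ATP synthase, ribosomal proteins, cell division and replication, chaperones and proteases, oxidative stress, DNA repair, phage and mobile elements, corrinoid metabolism, nitrogen, acetate and carbon fixation, and other community members. Probes named elsewhere were chosen after their values were seen. The alternatives were normexp background correction with loess (offset 50), the deposited tables, median-centred arrays, log2 Cy5 intensity, 34 samples, means of conditions, slide and replicate blocks, single experiments, and leaving out each replicate. The usual normexp estimator failed on some arrays, so the background was taken from the negative control spots on all. The D2 cultures and the network inference were not analysed here.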

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

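The tests of the fed and time-zero samples were chosen after the result was seen, except those of the normalization and of the dim arrays.

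Samples far from the others of their group were sought among the 4 time-zero samples, where chance marks about 1 in 20 measures. Of 15 measures, 2 had such a sample. The Cy3 signal over background of the continuous feed's time-zero array was 1.38, against 1.53 to 1.54 in the others. The luciferase spike of the time series' time-zero array had a log2 ratio of -8.89, against 0.81 to 1.39 in the others.

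Some probes that the paper does not discuss passed limma's threshold over all probes. The stress names follow the titles, and the labels name the stressors the other way round. In oxygen recovery against control there were 3 of them: panDhc_793 (6.09), KB1_1427 (2.30) and panDhc_1084_RC (2.84, log2 changes). Besides these, panDhc_422, a DET1545 ortholog, was higher by 3.85 (standard error 0.65, adjusted p = 0.0208), and the total of 4 became 2 without the first control, 1 without the second control and 1 without the second recovery sample. With the oxygen labels of S2 File 0 passed, and panDhc_422, KB1_1427 and panDhc_1084_RC turned to -0.88, -0.28 and -0.74. With normexp 1 passed. Under TCA stress there were 8, among them the MerR-type regulator KB1_0048 at 4.34 (standard error 0.65, adjusted p = 0.00499), and 0 without the first control or the second stress sample, 5 without the second control or the first stress sample. With only that experiment's own arrays, 0 probes passed under TCA stress and 0 in TCA recovery. With all arrays, there were 5 in TCA recovery, among them panDhc_1948_RC, an electron transfer subunit of dihydroorotate dehydrogenase, at -2.95 (standard error 0.53, adjusted p = 0.0295). This count became 1 without the first control, 421 without the second control, 3 without the first recovery sample and 16 without the second.

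Between 69.7 and 4.2 h of the time series 10 probes passed, all without a name. These calls did not hold when any 1 sample of sets A or F was left out. These sets lay on different slides, as did sets A and C of the continuous feed. Over the whole time course 14 passed, and 0 without any 1 sample of sets C, D or F or the second sample of set E, and 6 without either sample of set A or the first of set B. Between sets A and C of the continuous feed 1 passed, panDhc_963 (4.04, standard error 0.65, adjusted p = 0.0405), with 0 without either sample of set A or the second of set C and 21 without the first of set C. With slides as random block, or with a block of replicate numbers, 0 probes passed in each of these 3 comparisons, and with normexp 696, 1134 and 0 did.

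In fed samples against the time-zero samples, which S2 File leaves out, 640 probes passed, 593 higher and 47 lower. With normexp and loess 0 passed, and without the time series 3581 did, 1693 higher and 1888 lower. Without the continuous feed 103 passed, and 0 without the oxygen or the TCA experiment.

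For the fed and time-zero samples, chance could not be excluded: 3 of 32 ways to divide the 8 values, the real one included, gave as many calls, and the highest other gave 1875. These divisions also exchange values between experiments, so they do not match the comparison within experiments. For the 66 ribosomal protein probes, the median change in fed samples exceeded that of all probes. The difference was 1.52 ± 0.72 (SD over 4 experiments), a value of the list and not a test of each probe. With normexp and loess it was 1.20 ± 0.68, so normalization of background and dyes alone is unlikely to account for it. Whether the dim time-zero arrays could account for it cannot be told, since among fed samples the list's median had r = 0.200 with the Cy5 signal over background within experiments (permutation p = 0.317, n = 30). The biological explanation, that feeding raises transcripts for growth, may hold as well, and the normexp value of 1.20 leaves it open.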

How the results depend on the processing

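All settings here were set before the data were examined except the exchanged labels and those of S2 File, the spots kept in spite of an outlier mark, the shading groups and the crossed blocks, which were chosen after seeing the data. Of 232 settings of summary results, 152 kept the result and 80 moved it. Of 1084 settings of single probes and pairs, 693 kept direction and side of the threshold, 365 lost the threshold, 3 gained it, 11 moved and 12 reversed. The correlation of vcrA with the S-layer lay between 0.949 and 0.989 in the settings that take all experiments together. The cause was not tested for any moved result, except that fewer samples were used where samples were left out. The median Cy5 signal over background was as low as 1.66 in the TCA experiment and 1.80 at time zero, which limits how precisely weak transcripts were measured there.

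With normexp and loess, the counts of probes that passed were 1 in oxygen recovery, 16 in TCA recovery, 2 between oxygen and TCA stress, 696 between 69.7 and 4.2 h, 1220 between 27.9 and 4.2 h, 1134 over the time course, 0 in the continuous feed and 0 in fed against time-zero samples, and the SD of the reference arrays was 0.146 instead of 0.378. With the deposited tables they were 17 in oxygen recovery, 43 at 69.7 h, 38 at 27.9 h and 355 over the time course. With the first samples of sets A and B exchanged they were 38, 36 and 343. With only the experiment's own arrays they were 1 in oxygen recovery, 0 in TCA stress, 0 in TCA recovery, 296 at 69.7 h, 257 at 27.9 h, 1033 over the time course and 0 in the continuous feed. With median-centred arrays they were 1 between the stresses, 23 over the time course and 0 in the continuous feed. With slides as fixed block 1 probe passed between the stresses. With slides as random block, 0 passed at 69.7 h, over the time course and in the continuous feed, as with a block of replicate numbers, which changed no other count by over 1.5 times. With that block crossed, 0, 7 and 0 passed in oxygen stress, TCA stress and at 27.9 h. A number stands for the preparation in the stress controls and was not shown to stand for anything elsewhere: the replicate differences of 2 groups had r = -0.755 in oxygen stress, 0.0665 in oxygen recovery, -0.204 in TCA stress, 0.747 in TCA recovery, 0.0893 at 69.7 h, -0.381 at 27.9 h and 0.177 in the continuous feed, 0.782 between the oxygen and TCA controls, -0.777 between oxygen stress and the TCA controls, and from -0.786 (sets A and B) to 0.700 (sets C and D) over the time course.

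Leaving out 1 sample gave 0 to 0 in oxygen stress, 1 to 3 in oxygen recovery, 0 to 5 in TCA stress, 1 to 421 in TCA recovery, 0 to 2 between the stresses (2 without the second TCA control), 0 to 7 at 69.7 h, 0 to 5 at 27.9 h (5 without the second sample of set A, 4 without the first of set E), 0 to 20 over the time course and 0 to 21 in the continuous feed. A lone sample was assumed to vary like the other groups. Leaving out 1 experiment gave 0 to 3581 in fed against time-zero samples: 103 without the continuous feed, 0 without oxygen, 0 without TCA and 3581 without the time series. With the oxygen labels of S2 File, 0 passed in oxygen recovery, and KB1_1427, panDhc_1084_RC and panDhc_422 turned to -0.28, -0.74 and -0.88.

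Over condition means, 1 pair of DET1545 probes passed as positive. The mean difference within and between groups of Fig 2, over HupL, FdhA and HymB without DET1545, was 0.810 with log2 ratios, 0.731 with linear Cy5, 0.824 with median-centred arrays and 0.737 with normexp, loess and Aquantile, and the DET1545 difference as listed in Fig 2 was -0.158, -0.190, -0.158 and -0.168 in the same order, and 0.373 by shading. The median place of the DET1545 probes was 2102 by ratio and 24 on median-scaled arrays, and 0 dehalogenases of Fig 4 were among the 7 highest by ratio. Pairs that reversed were gi147669941 with panDhc_502 (-0.155 with log2 Cy5, -0.0226 centred on slides), gi57233687 with KB1_0252 (0.179 with log2 Cy5), with KB1_0312 (Spearman, -0.126) and with KB1_0313 (0.166 in 34 samples, 0.388 with log2 Cy5), and the differences of VS997 with VS987 and VS1056 with VS1054 (0.49 and 0.42 with log2 Cy5). Not run were gene set tests with an estimated correlation or 1 probe per gene, since no set test was made, a scan block, which equals the slide block, and the conditional pairs over 34 samples or condition means, which give no such comparison. Of 561 pairs of arrays, 122 had r below 0, with a lowest of -0.343 and a median of 0.326, and no ratio was turned.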

Differences from the paper's values

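Of the numbers in the paper, the places of 4 probes and the numbers of probes and samples were compared, and these lay within 1.5 times of those found here. The paper places the DET1545 probes at 29, 55, 140 and 470, and places 28, 53, 139 and 469 were found. The paper gives 7506 probes and 24 samples, and 7493 probes were found and 30 samples were used.

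The paper connects the DET0001 homolog with the fdh-like operon and describes the relationships as positive. Here gi57233687 had r = -0.191 with the alpha subunit KB1_0313 and 0.0971 with the beta subunit KB1_0312 (permutation p = 0.316 and 0.608), and neither passed. Among the alternatives set before the data were examined, a positive correlation with the beta subunit passed in 34 samples (0.477) and with log2 Cy5 intensity (0.580), and one with the alpha subunit with log2 Cy5 intensity (0.388, adjusted permutation p = 0.0363). With log2 Cy5 intensity, even probes of different lineages had a median r of 0.420, against -0.0259 with log2 ratios. The value of 0.388 lies below that median, so it does not set this pair apart.

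The paper finds 3 pairs correlated only under batch feeding, DCE or vinyl chloride. The differences between sets of samples did not pass for any of the pairs. The smaller set held 6 samples each time, so the tests could miss a difference, and the paper's network model was not run. With log2 Cy5 intensity, the first and the second difference had the paper's direction (adjusted permutation p = 0.741 for both) and did not pass.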

Other observations

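The tests of the stress controls and of time series sets A and B were chosen after the result was seen.

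ATP synthase makes ATP from the proton gradient, and Hup and the Fdh-like complex feed electrons into respiration. In TCA recovery against control, no probe of these lists passed limma's threshold over all probes (1351 of all probes had an unadjusted p below 0.05). The name TCA follows the titles, and the labels give oxygen as the stressor of these samples. Adjusted over the list alone, 7 of 9 ATP synthase probes were lower (median log2 change -3.22), 7 of 10 for Hup (-2.16) and 5 of 7 for the Fdh-like complex (-2.27). Among them, KB1_0254, the Hup iron-sulfur subunit, changed by -2.60 (standard error 0.73) and panDhc_1241, the Hup small subunit, by -2.51 (standard error 0.70). Without single samples and under other normalizations, the medians lay between -2.57 and -4.11, -2.16 and -2.56, and -1.70 and -2.68. The 2 TCA recovery samples correlated with r = 0.0641 across probes and the 2 controls with 0.279. The second TCA recovery sample had r = 0.907 with the second oxygen recovery sample. The highest r of the first was 0.551, with the second TCA stress sample. Whether samples were exchanged there was not tested. Of the other lists in TCA recovery, 2 of 42 catalytic dehalogenase probes and 1 of 15 chaperone probes were higher and 1 of 9 maturation probes was lower, adjusted over the list alone, and 0 of 66 ribosomal probes passed (median -1.09).

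In fed samples against time zero, 31 of 66 ribosomal protein probes were higher over all probes (41 over the list alone, median 1.35), 7 of 10 for Hup (9; 2.59), 4 of 7 for the Fdh-like complex (7; 1.99), 5 of 9 for ATP synthase (5, and 1 lower; 1.66), 7 of 26 for other hydrogenases (11) and 6 of 22 for cell division and replication (10, and 1 lower). Also higher were 2 of 12 for DNA repair (2), 2 of 15 for chaperones and proteases (2), and 1 each of 6 for Nuo (1), 13 for nitrogen (2, and 1 lower), 13 for oxidative stress (1), 21 for phage (1) and 42 catalytic dehalogenases (0). None of 25 anchors, 40 regulators, 9 corrinoid and 9 maturation probes passed either way, the acetate list, of 1 probe, had an unadjusted p below 0.05, and the list of other community members held 0 probes. The largest changes with a name were those of HupL (panDhc_413, 4.49, standard error 0.79, adjusted p = 0.0263), an amino acid transporter (VS362, 4.14, standard error 0.88, adjusted p = 0.0344) and a 50S ribosomal protein (gi57235109, 3.97, standard error 0.55, adjusted p = 0.0259). Among the 15 largest were also a ferredoxin (gi147668904, 3.82), the Hup iron-sulfur subunit panDhc_1892 (3.81), the Hym subunits panDhc_2925_RC and panDhc_3061_RC (3.71 each), 4 more ribosomal proteins (gi57233955, VS863, VS868 and gi57234185, 3.40 to 3.55) and RecA, which repairs DNA (panDhc_1344, 3.34). Lower were gi147668761, a putative ATP-binding protein (-1.47), and gi147669809, for pilus assembly (-1.38). BvcA (panDhc_437_RC) was higher by 2.88 (standard error 0.66, adjusted p = 0.0401). With normexp, 0 probes passed (2360 at an unadjusted p below 0.05), as without the oxygen or the TCA experiment, 103 passed without the continuous feed and 3581 without the time series, and another way to divide the 8 values gave 1875.

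Under oxygen stress limma found 0 probes (93 at an unadjusted p below 0.05), and 0 for the difference between the changes under oxygen and TCA stress (276) and between 27.9 and 4.2 h (1136). With normexp and loess these counts were 0, 2 and 1220, and the other settings are given above. Over the list alone, 9 of 66 ribosomal probes were lower in oxygen recovery (median -1.58, -0.69 without the first control and -2.28 without the second), 4 of 42 catalytic dehalogenase probes were higher and 2 lower, and 1 of 25 anchors was higher. Stress names follow the titles here, while the labels give oxygen as the stressor of the samples titled TCA and trichloroethane for those titled oxygen. Which stressor the changes belong to is therefore not settled. They need not belong to a stressor at all, since the 2 controls of each experiment differ in preparation and, by the labels, in sampling time. Under TCA stress by title, 3 of 13 oxidative stress probes were higher and 1 lower, and 2 of 13 for nitrogen and 1 of 12 for DNA repair were higher. The change from the controls was lower under oxygen than under TCA stress for 3 of 15 chaperone probes and 1 of 13 oxidative stress probes, and levels under the 2 stresses were not compared. At 69.7 against 4.2 h, 3 of 9 ATP synthase probes (median 2.24; over the median of all probes 2.42, and 1.16 without the second sample of set A) and 2 of 22 cell division probes were higher. The acetate list holds 1 probe, so its p is in effect not adjusted, and it was below 0.05 at 69.7 and at 27.9 h. Over the time course, 2 each of the other hydrogenases and catalytic dehalogenases and 1 each of the DNA repair, maturation and oxidative stress probes passed. In set A against set C of the continuous feed, 4 of 7 Fdh-like probes (median 1.95) and 2 of 22 cell division probes were higher. The 2 samples of set C correlated weakly across probes, with r = 0.193, against 0.888 for those of set A. In the comparisons named in this paragraph, the lists not named had 0.

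The 2 controls of each stress experiment correlated weakly across probes, with r = 0.0803 in the oxygen and 0.279 in the TCA experiment. By the labels, the first control of each was not purged and fed anew and the second was, and the sampling times, 244 and 39.1 h for the controls titled oxygen and 21 and 91.4 h for those titled TCA, appear to be crossed between the experiments, with 24 and 40 h given in S2 Fig for the TCA controls. Controls of the same preparation in the 2 experiments correlated with 0.870 and 0.681, so preparation may account for the low values, while sampling time and biological explanations were not tested. The oxygen labels of S2 File do not, with r = 0.0838 for the oxygen controls, and a slide difference does not for the TCA controls, which shared a slide at r = 0.279. For the oxygen controls, an exchange of the first control with the first stress sample could account as well, since it raises the replicate correlations from 0.0803 and 0.639 to 0.850 and 0.809, although S2 File has these 2 samples as the titles do.

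The replicates of time series sets A and B had r = 0.409 and 0.692. With their first samples exchanged, as in the deposited tables, these were 0.862 and 0.847, so an exchange of labels could account for them, although S2 File has the 2 samples as the titles do. All 4 arrays lay on 1 slide, so a slide difference could not. The sampling times of 4.2 and 8.3 h give no biological account of replicates that differ, and none was tested.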
